A study of Mus musculus with 7 samples. Its data were reported in "Signaling through the nicotinic acetylcholine receptor in the liver protects against the development of metabolic dysfunction-associated steatohepatitis" (2024).

How the data were processed

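Liver polyA RNA of 4 Chrna2fl/fl mice (flox) and 3 Chrna2fl/fl;AlbCre mice (AlbCre), all fed the GAN diet for 18 weeks, was sequenced as paired-end, stranded libraries. Groups and replicate letters were taken from the sample titles. Each library came from 1 mouse, so the spread within a group is between animals. The paper and the submitters' processing notes name cutadapt 2.3, FastQC 0.11.8, STAR 2.7.8a, RSEM 1.3.3, MultiQC 1.7 and the mouse genome GRCm38 with Ensembl genes. The Ensembl release and RSEM's strand setting are not given in the sources used here, so antisense and overlapping genes are uncertain. The paper's other sequenced model, a high-fat diet with carbon tetrachloride, is not in this table.

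The authors deposited 1 table of estimated counts (RSEM expected counts) per gene for the 7 libraries, rounded to whole numbers and not scaled for depth or gene length. RSEM divides reads that match several genes by estimation, and the pseudogenes Rpl35a-ps2 and Rpl35a-ps3 hold equal counts in each library, so values of near-identical copies (Mup, glutathione transferase, globin and pseudogene families) are uncertain. The table has 55426 rows, each naming a gene, and includes transgene sequences for Cre and for the fluorescent proteins eGFP, eYFP, mCherry and tdTomato, of which the fluorescent proteins had 0 counts in each library. Symbols were taken from the table, and where a symbol stood on more than 1 row (119 extra rows) the row with the most counts was used for the gene lists. Of the 907 gene list symbols, 1 was absent. Gene positions and types come from GENCODE vM21, which uses the same build, matched by Ensembl ID. No libraries were identical.

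Totals were 15784520 to 19143110 counts per library, of which ribosomal RNA genes held 11.3% to 35.4%. A gene with a count of 0 in a library can have had up to 3 counts by chance, and this limit covers counting error only. With 4 and 3 animals there are 35 splits, so the smallest exact permutation p is 0.0286.

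Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups (13756 genes), scaled by TMM and tested with glmQLFit (robust=TRUE) and glmQLFTest, 2-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Log2 fold changes are AlbCre minus flox, and their SE is the fold change divided by the square root of the F value. CPM used the TMM-scaled library sizes. The biological coefficient of variation was 22%. The paper gives a P threshold on FPKM and names no adjustment, and since counts need a count test, its criterion was kept as an alternative in a near form, limma on log2(CPM + 0.1) with an unadjusted p under 0.05.

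Gene lists for pathways, cell types, the study's panels and technical signs were fixed before the data were examined. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01, at least 3 tested members), with adjustment over 39 lists, and apart over 8 technical lists. Of the 39 lists, 24 passed (17 up, 7 down), and 0 passed with an estimated correlation (lowest adjusted p = 0.492). The limma test fry asks whether the members of a list move, on balance, in 1 direction, or in either direction, and does not compare the list with other genes. List scores are means of log2 CPM over the members. A list's count "adjusted over the list alone" used Benjamini-Hochberg adjustment within its members.

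Genes named in the text followed a rule fixed before the data were examined. It takes Chrna2, the genes of the study's panels and those it singled out, 12 genes on each side by fold change among those past the threshold with a mean CPM of at least 1 and no overlap between groups (predicted genes left out), and up to 4 members of each list with the smallest adjusted p. No gene passed by edgeR, so the 12 on each side were taken by unadjusted p, as the rule provides. Named members of a list that lie outside its first 4 were chosen after their values were seen.

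The scripts were tested on simulated data, with counts for the same 13756 genes drawn from the real means, dispersions and library sizes and changes given to genes with a mean CPM of at least 5. For this comparison edgeR recovered 75% of 100 genes changed 2-fold and 98% of 100 genes changed 4-fold, with 0 in the wrong direction and 13 calls among unchanged genes. A matrix list raised 2-fold was recovered by camera, with 0 of 37 lists that share no gene with it passing. The simulation drew each library of a group alike and so did not include a library that stands apart from its group. It also drew each gene independently. It therefore does not show how often camera at its preset correlation calls lists wrongly when genes vary together.

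The alternatives were other scalings (RLE, library totals alone, upper quartile), other filters, DESeq2 1.42.0, limma-voom with and without quality weights, the study's criterion, a fold limit of 2, robust=FALSE, a block for the replicate letter, leaving out each library, a prior count of 0.5, an estimated correlation, fry, and, added after seeing the data, removal of ribosomal RNA genes and fry with Chrna2 left out of the acetylcholine list. In all, 16 planned and 2 added choices were tried, each split of the 7 libraries was refitted, and 14 explanations were tested. No gene passed edgeR's adjusted threshold, so the planned share of called genes that are higher has no value for the design's own test. Figures were drawn with matplotlib 3.10.9 under Python 3.11.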

Results

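Liver mRNA was sequenced in 7 mice fed the Gubra-Amylin NASH (GAN) diet, a high-calorie diet that induces steatohepatitis, for 18 weeks. In 3 mice (AlbCre, replicates a to c) the albumin promoter drove Cre recombinase in hepatocytes, so that the floxed Chrna2 gene could be deleted there. The other 4 mice (flox, replicates a to d) carried the floxed gene without Cre. Chrna2 encodes a subunit of the nicotinic acetylcholine receptor, and the comparison asks how the liver transcriptome under this diet differs when hepatocytes lack it. Total counts were 16474692 to 18155103 in the flox libraries and 15784520 to 19143110 in the AlbCre libraries. Of 55426 genes in the table, 13756 had enough counts to be tested.

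Chrna2 was low in each AlbCre liver and its transcript was readily counted in each flox liver. The gene (ENSMUSG00000022041) lies on chromosome 14 from 66135039 to 66152948 on the plus strand (GRCm38) and codes for protein. Its level was 23.7 ± 6.56 CPM (counts scaled to the TMM-adjusted library size; SD, n = 4) in flox and 1.93 ± 0.933 CPM (SD, n = 3) in AlbCre livers, which is 8.14% of the flox mean. The counts behind these values were 298, 371, 329 and 456 in flox a to d, and 30, 32 and 51 in AlbCre a to c. The log2 fold change was -3.65 (SE 0.35), with an adjusted p of 0.052 by edgeR's quasi-likelihood test, just short of the threshold of 0.05. The groups did not overlap, and no tested gene had a lower adjusted p, with Jun at the same value. DESeq2 placed Chrna2 far past the threshold, at an adjusted p of 7.68e-23. The count sums reads over the whole gene, so transcripts from which only part was deleted still contribute. Reads on a Cre transgene sequence included in the table numbered 72, 73 and 259 in AlbCre a to c and 0 in each flox library, where a count of 0 allows up to 3 counts. Each label thus went with its own Chrna2 and Cre level.

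**Figure D1:**
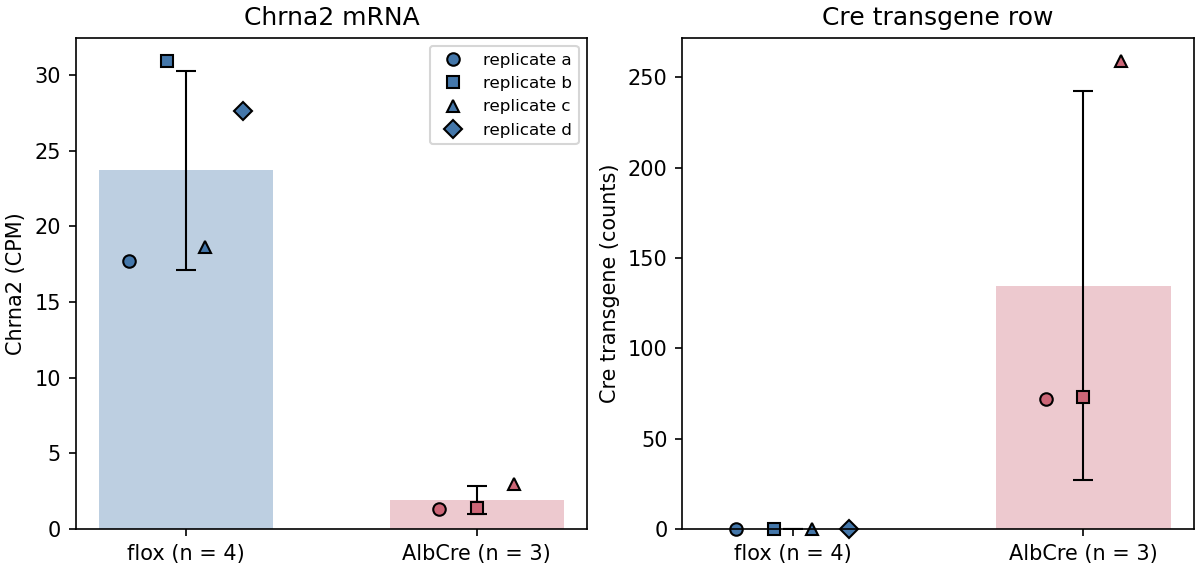
Chrna2 in CPM (left) and counts of the Cre transgene row (right) in the 4 flox and 3 AlbCre livers; points are single libraries, bars are group means and whiskers are SD. Chrna2 lay between 17.7 and 30.9 CPM in flox livers and between 1.35 and 3.00 CPM in AlbCre livers, and Cre counts were 0 in each flox library.

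The first principal component, holding 62.4% of the variance of log2 CPM, ordered the flox libraries below the AlbCre libraries, with positions of -68.2 to -8.96 against 3.31 to 69.3. The group means differed by more than any other split of the 7 libraries gave (exact permutation p = 0.0286, two-sided, 35 splits, the smallest p they can give). AlbCre c stood apart from its group at 3.31, while AlbCre a and b stood at 69.3 and 51.8. Its Spearman correlation with flox c was 0.9896, and its mean correlation was 0.9783 with the flox libraries and 0.9703 with AlbCre a and b. Flox b lay at the other end, at -68.2. An annotated ribosomal RNA gene (CT010467.1, chromosome 17, 39846353 to 39848827) took 32.9% of the counts of flox b, 15.5% to 16.5% of those of the other flox libraries and 10.3% to 11.6% of those of the AlbCre libraries.

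**Figure D2:**
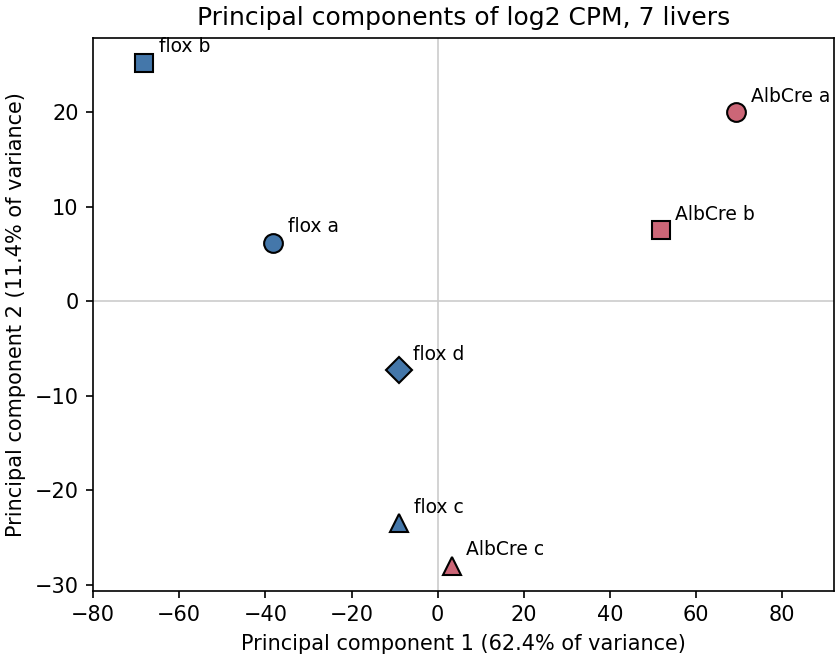
First and second principal components of log2 CPM for the 7 livers, with each point 1 library, coloured by group and shaped by replicate letter. AlbCre a and b lie at 69.3 and 51.8 on the first component, and AlbCre c lies at 3.31, next to flox c and flox d.

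Across the transcriptome, lists of inflammation, matrix and cell cycle genes lay higher in AlbCre livers. Lists of amino acid breakdown and hepatocyte identity genes lay lower, while fatty acid synthesis genes lay higher, so metabolic genes went both ways. With an estimated correlation 0 lists passed camera, and no single gene passed edgeR's test. By edgeR, 0 genes were higher and 0 lower at an adjusted p under 0.05. At an unadjusted p under 0.05, 1994 were higher and 1358 lower, where chance alone gives about 688 on average. Genes do not vary independently, and the other splits of the libraries gave 47 to 3157 genes at that p. Of the 1994 and 1358 genes, 59.5% were higher in AlbCre. With library totals alone as the scale, the share was 95.8%, and that scaling put the median of all genes at 0.37 on the log2 scale. DESeq2 called 991 genes higher and 427 lower, limma-voom called 0 and 0, and limma-voom with quality weights called 1995 and 1696. Without AlbCre c, edgeR called 1503 genes higher and 786 lower. The groups did not overlap in 1429 genes that were higher and 1232 that were lower in AlbCre, together 19.3% of the genes tested. Chance gives 5.71% on average, which is not a bound for a single split of genes that vary together. At the study's stated criterion in its nearest form (limma on log2(CPM + 0.1), unadjusted p under 0.05), 1879 genes were higher and 1228 lower, and 455 and 71 of these differed by more than 3-fold.

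Since no gene passed over all genes by edgeR, the 12 genes on each side with the smallest unadjusted p and no overlap between groups are given as values. On the higher side stood the immediate early transcription factors Jun (2.59-fold, adjusted p = 0.052) and Egr2 (10.1-fold, adjusted p = 0.0589). Egr2 was near the floor in flox livers, at 0.166 to 0.303 CPM. Jun was at 20.1 ± 1.17 CPM (SD, n = 4) in flox and 52.3 ± 11.3 CPM (SD, n = 3) in AlbCre livers. The other 10 shared an adjusted p of 0.0945. They were Il1rn, the interleukin-1 receptor antagonist (2.28-fold), Prex1 (1.89-fold), Maff (3.74-fold), Pdk4, a brake on pyruvate oxidation (2.18-fold), Galnt6 (3.95-fold), Tm4sf4 (1.58-fold), the chemerin receptor Cmklr1 (3.31-fold), cyclin D1 (Ccnd1, 4.15-fold), Arhgdib (3.22-fold) and the monocyte chemokine Ccl2 (4.67-fold). On the lower side, after Chrna2, stood Bhmt, a methyltransferase of homocysteine metabolism, at 7149 ± 622 CPM (SD, n = 4) in flox and 3273 ± 380 CPM (SD, n = 3) in AlbCre livers. Bhmt-ps1, annotated as a processed pseudogene, was at 0.378 of the flox level, and reads it shares with Bhmt were divided by estimation. The remaining 9 were Rab36 (0.357 of the flox level), Sco2 (0.435), Smim13 (0.598), Adh6-ps1 (0.546), Kctd15 (0.548), Ppp1r9a (0.638), Arhgef19 (0.656), Ddc (0.592) and Hacl1, an enzyme of fatty acid alpha-oxidation (0.354). The adjusted p was 0.0945 for each of these 11.

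The genes the study singled out from these libraries had the same signs here. Gstm3 was 16.5-fold, Lgals3 10.3-fold, Mmp12 10.1-fold and Gsta1 9.54-fold higher in AlbCre livers, and Kiss1 was at 0.0823, Tff3 at 0.155 and Mup15 at 0.164 of the flox level. Their adjusted p ranged from 0.0945 to 0.112, and their groups did not overlap. Gstm3, a glutathione transferase, was at 3.74 ± 3.34 CPM (SD, n = 4) in flox and 63.7 ± 45.9 CPM (SD, n = 3) in AlbCre livers, and its AlbCre values were 94.0, 86.3 and 10.9 CPM. Kiss1 rested on 15 to 19 counts in each flox library and 0 to 4 in each AlbCre library. Over all genes 0 of these 8 genes, Chrna2 included, passed by edgeR, while DESeq2 called 3 higher and 4 lower and limma-voom with quality weights, like edgeR without AlbCre c, called 4 higher and 4 lower. Adjusted over the list alone by edgeR, 4 were higher and 4 lower. They were chosen on these samples, so that count is not independent evidence.

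Among the genes of the study's qPCR panels, the fibrosis and inflammation genes lay higher in AlbCre livers. The ER stress genes showed no detectable difference in whole-gene counts, which do not measure the spliced Xbp1 of that panel. In the fibrosis panel, Col1a1, the main fibrillar collagen chain, was at 6.19 ± 3.39 CPM (SD, n = 4) in flox and 70.6 ± 57.2 CPM (SD, n = 3) in AlbCre livers (11.2-fold). Mmp13 was 9.25-fold, Acta2 4.34-fold and Mmp2 3.14-fold higher. Mmp13 was near the floor, at 0.0593 to 0.452 CPM in flox livers and 0.589 CPM in AlbCre c. For Acta2 and Mmp2 the groups overlapped, with AlbCre c (1.12 and 2.83 CPM) below the highest flox value (1.27 and 4.36 CPM). Timp1 had too few counts to pass the filter, with 0 to 4 in each flox library and 55, 31 and 6 in AlbCre a to c, and with no filter edgeR called it higher (adjusted p = 0.0463). In the inflammation panel, Ccl2 was 4.67-fold, Il1b 3.6-fold and Cxcl10 3.1-fold higher, and Nos2, Cxcl2 and Tnf did not pass the filter. Ccl2 and Il1b were near the floor in flox livers, at 0.166 to 0.545 CPM each, and Il1b was at 0.589 CPM in AlbCre c. In the lipogenesis panel, Srebf1 was 1.96-fold, Fasn 1.86-fold, Acaca 1.62-fold, Scd1 1.6-fold and Gpam 1.07-fold higher. For each of these lipogenesis genes the groups overlapped. Adjusted over the list alone, 3 of 4 fibrosis, 3 of 3 inflammation and 2 of 5 lipogenesis genes passed by edgeR, and over all genes 0 did. Over all genes DESeq2 called 3 fibrosis genes, 3 inflammation genes and 1 lipogenesis gene, and limma-voom with quality weights called 3 of each, all higher. All 3 panels rose as groups by limma's camera (adjusted p = 0.00298, 0.00298 and 0.0191), but not with an estimated correlation (adjusted p = 0.492 for each). The lipogenesis panel also lost its call without flox a (adjusted p = 0.0536) and with library totals alone (0.0661). In the ER stress panel, Xbp1, Ddit3, Dnajb9 and Atf4 had fold differences of 0.925, 1.23, 0.892 and 0.886, and the camera adjusted p was 0.758. The study's qPCR measured the spliced form of Xbp1, whereas the value here is for all Xbp1 transcripts. The study picked these panels and reported their genes higher in GAN-fed whole-body Chrna2 knockout mice. In GAN-fed AlbCre mice it reported a selection of disease markers higher by RNA-seq and qPCR. The panels are therefore not an independent choice of direction.

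Markers of recruited macrophages, antigen presentation and matrix, from lists fixed before the data were examined, lay higher in AlbCre livers. All 19 tested markers of recruited and lipid-associated macrophages were higher in AlbCre livers, with a median log2 fold change of 2.32, and 18 passed when adjusted over the list alone. Gpnmb (19.6-fold), the fractalkine receptor Cx3cr1 (11.3-fold), Lgals3 (10.3-fold) and Cd68 (4.29-fold) led them. The study singled out Lgals3 and Mmp12, both in this list, from these libraries, so their direction is not independent evidence. Of 9 genes of MHC class II presentation, 9 were higher and 8 passed over the list alone, with Cd74 at 31.6 ± 14.5 CPM (SD, n = 4) in flox and 159.7 ± 94.1 CPM (SD, n = 3) in AlbCre livers and H2-Ab1 5.65-fold higher. In the matrix list, 36 of 37 genes were higher and 32 passed over the list alone, among them Col3a1 (9.84-fold), Thbs1 (4.11-fold) and Col6a1 (3.02-fold). All 13 stellate cell markers were higher (median 0.89, 5 passing over the list alone), led by Lrat (2.19-fold), a vitamin A storage enzyme. Kupffer cell markers had a median of 0.84, with C1qb at 3.44-fold and Cd5l at 3.13-fold (5 of 13 passing over the list alone). The Kupffer score was 0.34, 1.07 and 0.81 in AlbCre a to c and -0.86 to 0.56 in the flox libraries. In AlbCre a the Kupffer markers Cd163 (0.226 CPM), Marco (1.4 CPM) and Timd4 (0.361 CPM), chosen after their values were seen, lay below each flox library. Dendritic cell markers had a median of 0.64 (0.98 without AlbCre c), led by Irf8 (3.07-fold). These 6 lists rose by camera (adjusted p = 1.01e-09, 3.34e-06, 3.67e-14, 6.29e-05, 0.00381 and 0.0445). With an estimated correlation the adjusted p was 0.492 for each, apart from 0.514 for the Kupffer list. The dendritic list lost its call without flox a, AlbCre a or AlbCre b (adjusted p = 0.0938, 0.0746 and 0.0561), at a mean CPM of at least 1 (0.136) and with library totals alone (0.147), which also ended the Kupffer call (0.25). Per library, the macrophage score above the flox mean was 3.29, 2.71 and 0.96 in AlbCre a to c and -1.02 to 0.61 in the flox libraries.

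Endothelial markers had a median of 0.42, which was 0.23 without flox a and 0.77 without flox d (camera adjusted p = 0.01, and 0.606 with an estimated correlation), and 0 of 16 passed over the list alone. The 3 AlbCre scores (0.43 to 0.56) lay within the flox range of -0.51 to 0.83. Pecam1 was 1.53-fold and Stab1 1.28-fold higher. Cholangiocyte markers had a median of 1.86, which was 0.81 without AlbCre a (camera adjusted p = 0.0252, and 0.559 with an estimated correlation), 0 of 11 passing over the list alone, and a score of 2.2 in AlbCre a, 1.12 in AlbCre b and -0.14 in AlbCre c. The endothelial call was lost without flox a or AlbCre c (adjusted p = 0.0678 and 0.0682) and the cholangiocyte call without flox a, flox c or AlbCre a (0.0678, 0.0576 and 0.151), and both with library totals alone (0.142 and 0.249). T and NK cell markers (4 of 20 tested, camera adjusted p = 0.913) and B and plasma cell markers (8 of 14 tested, 0.645) showed no detectable difference. The 4 T and NK markers were near the floor, so this says little about these cells. Their median was 0.02, and the list median was 1.18 with no filter and 0.84 without AlbCre c. Counts of the 15 neutrophil markers summed to 10 to 88 in the flox libraries and to 213, 147 and 46 in AlbCre a to c, too low for the test.

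Cytokine, interferon, cell death and cell cycle genes rose as groups by camera at its preset correlation, but not with an estimated one. Of 26 NF-kB targets, cytokines and chemokines, 24 were higher (median 1.34) and 18 passed over the list alone, including Il1rn, Ccl2, Vcam1 (4.14-fold) and Cd14 (5.28-fold). Of 33 interferon-stimulated genes, 32 were higher (median 0.57) and 11 passed over the list alone, with Oasl2 at 3.65-fold and Oas2 at 2.47-fold. The interferon score was 0.62 in AlbCre c and 0.66 in flox c, so the groups overlapped, and without flox c the median was 0.93. Of 22 cell cycle genes, 21 were higher (median 1.22) and 14 passed over the list alone, with Ccnd1, Top2a (4.84-fold), Mcm6 (3.6-fold) and Ube2c (4.82-fold) in front. Of 28 genes of cell death and p53, 24 were higher (median 0.38) and 10 passed over the list alone, led by Bcl2a1b (7.2-fold), which has near-identical copies, and Casp1 (3.54-fold), the inflammatory caspase. The camera adjusted p was 3.24e-09, 2.43e-07, 4.97e-09 and 0.000114 for the 4 lists in this order. With an estimated correlation the adjusted p was 0.514 for the interferon list and 0.492 for the other 3 lists. The study named cell death and cytokine themes from these libraries, so those directions are not independent. The mean score of immediate early genes, which respond to tissue handling, moved with these lists. It was 1.1, 1.07 and 0.63 in AlbCre a to c and -0.09 to 0.18 in flox libraries. Of the list's members 11 of 17 were higher and 6 lower, and 6 passed over the list alone, all higher. The lower ones were Egr1, Junb, Dusp1, Ier2, Zfp36 and Nr4a1, whose groups overlapped (adjusted p 0.362 to 0.884 by edgeR). Egr1 was at 67.4 CPM in flox a, 7.28 to 13.5 CPM in the other flox libraries and 14.1 to 25.5 CPM in AlbCre livers. Nr4a1 was at 7.82 CPM in flox b, 1.19 to 1.88 CPM in the other flox libraries and 2.12 to 3.03 CPM in AlbCre livers.

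Genes of amino acid breakdown and of the urea cycle were lower in AlbCre livers. Of 43 tested, 41 were lower (median log2 fold change -0.79) and 14 passed over the list alone, with Bhmt at 0.458, Mat1a, which makes S-adenosylmethionine, at 0.449, Aass at 0.413 and Kynu at 0.579 of the flox level. Among 19 periportal genes 14 were lower (median -0.74), 4 of them and Hsd17b13 (1.37-fold, higher) passing over the list alone. The periportal score was -0.97 and -0.76 in AlbCre a and b and -0.06 in AlbCre c, which lay within the flox range of -0.13 to 0.34, and without AlbCre c the median was -1.17. Cps1, the entry enzyme of the urea cycle, was at 0.389 and Arg1 at 0.483 of the flox level. The hepatocyte identity list had 25 of 27 genes lower (median -0.34, none passing over the list alone), including the transcription factor Hnf4a at 615 ± 93.1 CPM (SD, n = 4) in flox and 394 ± 62.9 CPM (SD, n = 3) in AlbCre livers. With library totals alone the median of this list was 0.05, which is 0.32 below the median of all genes under that scaling. These lists fell by camera (adjusted p = 3.54e-13, 0.00821 and 2.67e-05), but not with an estimated correlation (adjusted p = 0.492, 0.514 and 0.492). The study named amino acid metabolism from these libraries.

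Lower values were also seen in lists of bile acid, fatty acid oxidation and glucocorticoid-responsive genes. In the bile acid list Cyp8b1, the sterol 12-alpha-hydroxylase, was at 0.406, Cyp7b1 at 0.265 and Baat at 0.718 of the flox level. The export pump Abcc4 was 4.86-fold higher. It was at 0.297 to 1.09 CPM in flox livers, and AlbCre c (0.942 CPM) lay within that range. The list median was -0.28, with 3 lower and 1 higher of 20 passing over the list alone. In the oxidation list Cyp4a14 and Cyp4a10, targets of PPAR alpha, were at 0.292 and 0.374 of the flox level, and Pdk4 was the 1 gene of 31 to pass over the list alone, higher (median -0.22). In the glucocorticoid list Pik3r1 (1.66-fold) and Klf9 (0.72 of the flox level) passed over the list alone, and 20 of 22 did not (median -0.5). The camera adjusted p was 0.00884, 0.00214 and 0.00676, and with an estimated correlation the adjusted p was 0.514 for each. The bile acid and oxidation medians were no lower than that of the hepatocyte identity list (-0.34). In all 3 lists AlbCre c lay within the flox range, with scores of -0.02 for bile acid (flox -0.16 to 0.17), -0.08 for oxidation (flox -0.16 to 0.13) and -0.08 for glucocorticoid genes (flox -0.43 to 0.76), while AlbCre a and b lay below it. Without AlbCre c the median was -0.54 for bile acid and -0.87 for glucocorticoid genes, and without flox b it was -0.17 for bile acid genes. Library totals alone gave medians of 0.11 for bile acid and 0.16 for oxidation genes, which lie 0.26 and 0.21 below that of all genes. Without AlbCre a the bile acid list lost its call (adjusted p = 0.0547). The study named the glucocorticoid response from these libraries.

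Genes that are higher in male than in female mouse liver were lower in AlbCre livers in 24 of 24 tested members (median -1.74), 11 of them passing over the list alone. Elovl3, a fatty acid elongase, was at 129.4 ± 31.0 CPM (SD, n = 4) in flox and 35.8 ± 22.8 CPM (SD, n = 3) in AlbCre livers. Selenbp2 was at 0.316, Ces4a at 0.241 and Mup15 at 0.164 of the flox level. The study singled out Mup15 from these libraries, so its direction is not independent evidence. The list fell by camera (adjusted p = 4.73e-11, and 0.492 with an estimated correlation). Scores were -2.67 and -2.48 in AlbCre a and b, -0.65 in AlbCre c and -0.49 to 0.35 in the flox libraries. Major urinary protein (Mup) genes are near-identical copies whose shared reads were divided by estimation, so single Mup values are uncertain. Female-biased genes (9 of 26 tested, camera adjusted p = 0.703) showed no detectable difference. Most members of that list were not tested, so this says little about female-biased genes as a whole.

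Fatty acid and triglyceride synthesis genes had a median of 0.26, and 16 of 22 were higher. They rose by camera (adjusted p = 0.0252, and 0.514 with an estimated correlation), though 0 passed over the list alone and the call was lost without flox a or AlbCre c (adjusted p = 0.12 and 0.154). Thrsp, which promotes lipogenesis, was 5.21-fold and Pklr, the liver pyruvate kinase, 2.21-fold higher. Lipid droplet and uptake genes (camera adjusted p = 0.064) had 5 members higher and 1 lower over the list alone, such as Lpl (3.22-fold), Cd36 (1.88-fold) and Plin5 (0.555 of the flox level). Cholesterol synthesis (0.153), unfolded protein response (0.478), acute phase (0.703), pericentral (0.147), CAR and PXR drug metabolism (0.0712) and CaMKK and AMPK subunit genes (0.916) did not pass camera. Among acetylcholine receptor and metabolism genes, 6 of 26 were measurable (0.543). Chrnb1 was 3.6-fold higher (adjusted p = 0.124), and Chrnb2 at 0.897 of the flox level (adjusted p = 0.786). Chrnb1 was near the floor, at 0.226 to 0.665 CPM in flox livers, and AlbCre c (0.53 CPM) lay within that range.

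**Figure D3:**
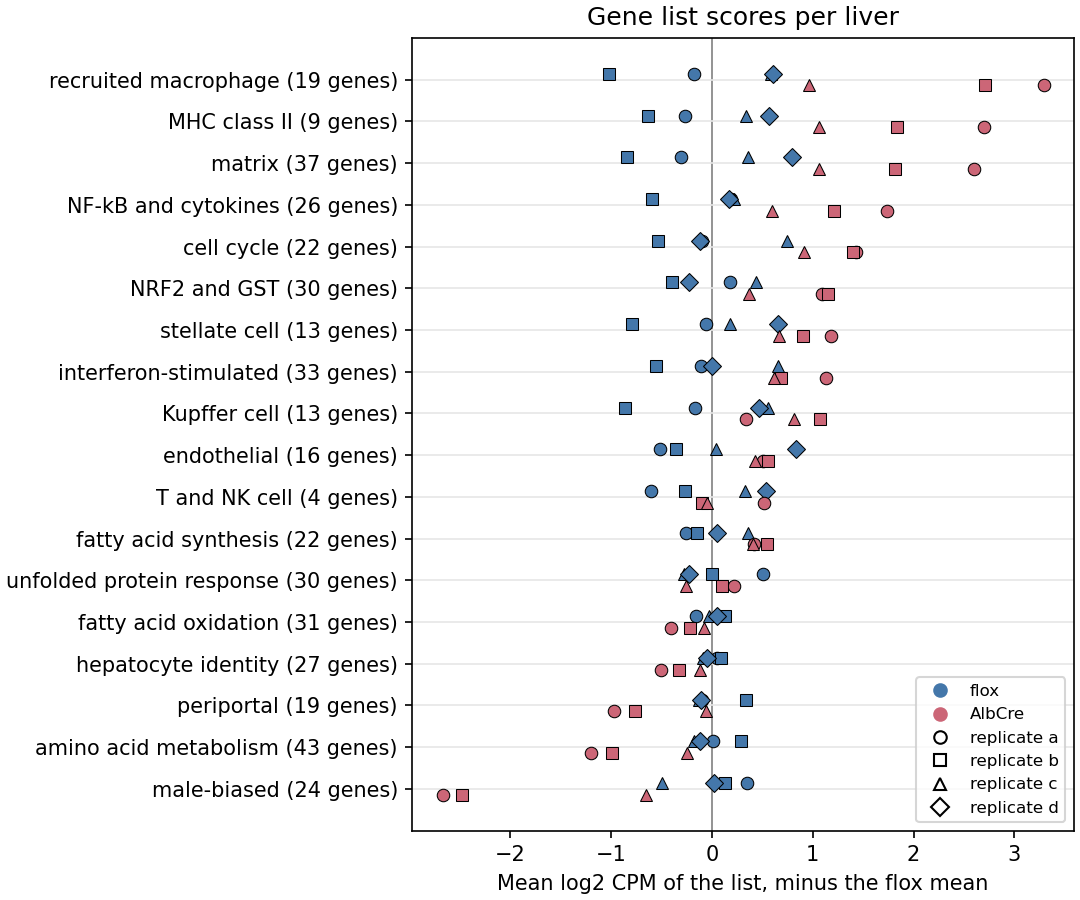
Mean log2 CPM of 18 gene lists in each liver, minus the flox mean, with the number of tested genes after each list name; each point is 1 library, coloured by group and shaped by replicate letter. In the recruited macrophage row AlbCre a, b and c lie at 3.29, 2.71 and 0.96, and in the male-biased row at -2.67, -2.48 and -0.65.

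**Figure D4:**
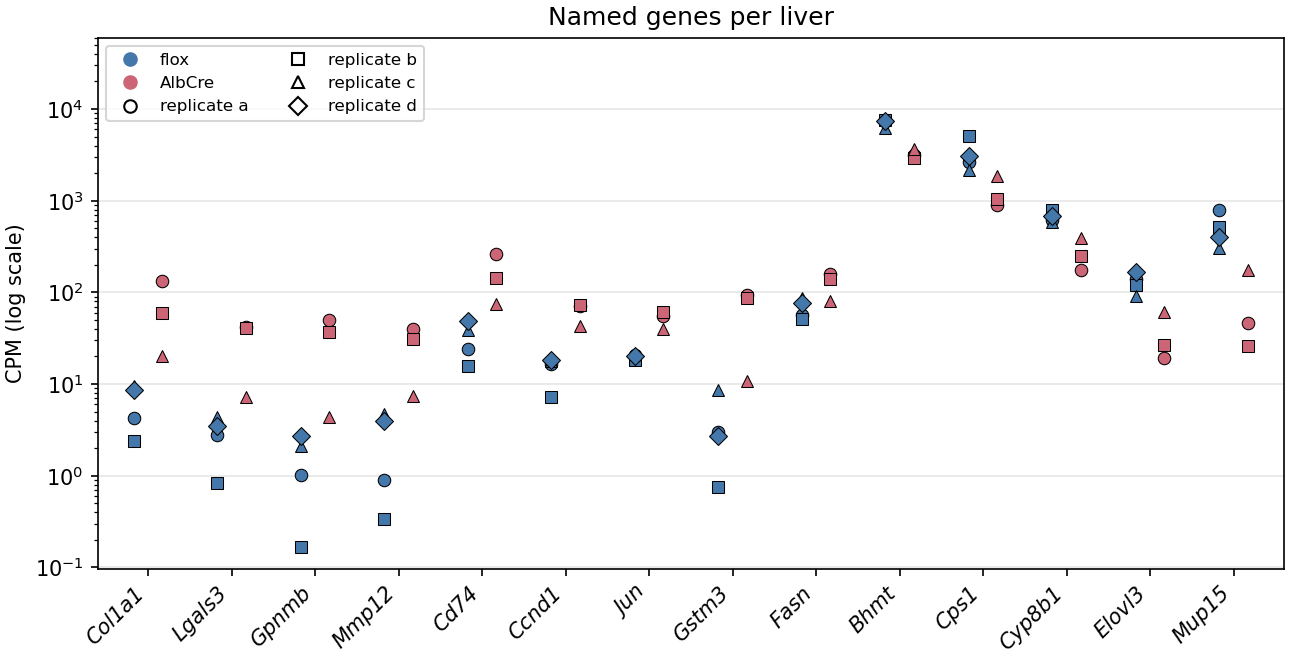
CPM on a log axis of 14 named genes in each of the 4 flox and 3 AlbCre livers, 1 point per library. Col1a1 reads 2.41 to 9.43 CPM in flox and 133, 59.2 and 20 CPM in AlbCre a to c, and no gene shown passed edgeR's threshold over all genes.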

Values the study reported

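The study reported that hepatic Chrna2 was up-regulated approximately 4-fold in mice given the GAN diet compared with chow-fed controls. It fed its mice the GAN diet for 18 weeks for the early disease stage. It added a pseudocount of 0.1 to the FPKM of every gene, called genes at P < 0.05, and took genes with a fold change of >3 or >1 as up-regulated.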

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

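The tests of the threshold count over other splits, of a mislabelled library, of ribosomal RNA, of the hepatocyte share and of a female library were chosen after the results they bear on were seen; the others were written before.

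In the flox group, 17 of 223 values had 1 library far from the other 3, where chance gives about 11. The ribosomal RNA gene took 32.9% of the counts of flox b, against 15.5% to 16.5% in the others. Flox b also stood apart with low Ccnd1 (7.15 CPM), Oas2 (1.25 CPM), Thbs1 (0.499 CPM) and cytokine list score (0.932, others 1.69 to 1.74), and with high G6pc (657 CPM, others 160 to 163) and periportal score (8.38). Flox a stood apart with high Ddit3 (16.6 CPM, others 2.41 to 4.69), Casp1 (0.949 CPM), ER stress panel score (5.93) and acute phase score (7.53), and with low Hsd17b13 (332 CPM). Flox c had low Bhmt (6220 CPM), high Thrsp (27.3 CPM, others 4.99 to 8.6) and high Tm4sf4 (61.4 CPM). Flox d had high Fcgr2b (23.3 CPM) and Prkaa1 (12.1 CPM).

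Over the 35 splits of the 7 libraries, the real one gave 3352 genes at an unadjusted p under 0.05 and the highest other 3157. So 1 of 35 splits gave as many, which is the smallest share these splits can give. Other counts were compared over the same splits without adjustment, so this count alone does not exclude chance. The highest other grouped flox c with the AlbCre libraries. At an adjusted p under 0.05 the real split gave 0 genes and the highest other 2. A count of 0 is reached by 35 of 35 splits whatever the data, so this count does not test chance. For lists past camera the real split gave 24 and the highest other 27, and with 4 of 35 splits giving as many, chance cannot be excluded for the number of lists.

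AlbCre c lay nearer the flox libraries than AlbCre a and b did, at 0.375 of the way from the flox mean to the mean of AlbCre a and b on the first principal component. A mislabelled or swapped library would have flox-like Chrna2 and at most 3 Cre counts, but AlbCre c had 3.00 CPM of Chrna2, below the lowest flox value of 17.7, and 259 Cre counts. Ribosomal RNA carry-over would raise its share to the flox range, but 10.5% lay below the lowest flox share of 15.5%. Library depth is argued against as well, since after thinning each library to the lowest total without ribosomal RNA genes the position was 0.372. A milder liver response in this mouse, such as a difference between animals in disease stage, was not tested and stays open.

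Male-biased genes were lower in AlbCre livers. Reads shared between Mup genes do not account for this, because the 15 members outside the Mup family had a median log2 fold change of -1.27. A lower share of hepatocytes would lower hepatocyte genes alike, but the male-biased score fell further than the hepatocyte identity score by 1.62 on the log2 scale, and 1 of 35 splits gave a difference as large (highest other 1.54). A female library is excluded by Y-linked counts, whose lowest AlbCre value was 1.09 times the lowest flox value, with at most 13 Xist counts in AlbCre and 14 in flox libraries. Genotype and disease stage stay open as untested.

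Macrophage and matrix genes were higher in AlbCre livers. A lower share of hepatocytes would raise markers of all other cell types alike, but the macrophage score exceeded the mean score of 7 other lists (endothelial, stellate, Kupffer, dendritic, cholangiocyte, T and NK, and B cell) by 1.72 and the matrix score exceeded it by 1.23, with 1 of 35 splits as large for each (highest other 1.53 and 1.08), which argues against that share as the whole cause. Against the endothelial, T and NK, and B cell lists, of which most T, NK and B cell markers are near the floor, the macrophage difference was 2.05 (1 of 35 splits, highest other 1.81), while against single lists 2 of 35 splits were as large for macrophages over endothelial (1.82, highest other 1.83) and stellate markers (1.4, 1.47) and for matrix over Kupffer (1.09, 1.13) and dendritic markers (1.17, 1.18). A few genes taking most of the counts are argued against too, since apart from ribosomal RNA the 20 most abundant genes took 23% to 25.2% of the counts in each library, and with the scale set by the other genes the matrix median was 2.09 against 1.87, beside a shift of 0.212 in the median of all genes. A lower hepatocyte share as part of the cause, more macrophages, a higher activity of those present, and tissue handling stay open and may combine.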

How the results depend on the processing

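The removal of ribosomal RNA genes and of Chrna2 from the acetylcholine list were chosen after seeing the data; the other alternatives were planned. The 0 calls on each side by edgeR stayed at 0 with RLE, upper quartile factors, a mean CPM of at least 1, limma-voom and the replicate block. A fold limit of 2 was set on the same edgeR calls, so it could only give 0. The Chrna2 log2 fold change stayed between -4.09 and -3.24 in all settings (adjusted p 7.68e-23 to 0.302). Calls higher and lower in AlbCre were 5 and 1 with library totals alone, 252 and 74 with no filter, 991 and 427 with DESeq2, 1995 and 1696 with limma-voom and quality weights, 1879 and 1228 at the study's criterion, 455 and 71 with its fold limit, 0 and 1 with robust=FALSE, and 1 and 1 without ribosomal RNA genes. DESeq2 and limma-voom with quality weights shared 1382 genes. No share of called genes exists for 0 calls; among calls it was 83.3%, 77.3%, 69.9%, 54.1%, 60.5% and 86.5% higher in the first 6 of these. Leaving out 1 library gave 0 to 1503 genes higher and 0 to 786 lower, both highest without AlbCre c; without flox c there were 8 and 10. At an unadjusted p under 0.05 these fits gave 1106 (without AlbCre a) to 2694 genes higher and 597 (without AlbCre b) to 2102 lower, both highest without AlbCre c. With library totals alone 4378 genes were higher and 194 lower (95.8% higher), which goes with the shift in the median of all genes, and with quality weights 2993 and 2765. Chrna2 passed the threshold with library totals alone (-3.24), no filter (-3.63), DESeq2 (-3.64), quality weights (-3.88), robust=FALSE (-3.65), ribosomal RNA genes removed (-3.65), and without flox c (-3.75) or AlbCre c (-4.09), and its range over the libraries left out was -4.09 to -3.45. For camera's 24 lists, 0 passed with an estimated correlation. Fry for a direction called 2 lists, neither of them among the 24, namely the genes the study singled out from these samples (adjusted p = 0.0263) and the acetylcholine list (0.0278), which holds the deleted gene Chrna2 and did not pass without it (0.116), and fry for either direction called 3, these and the cell cycle list. The number was 19 to 26 otherwise, and with library totals alone 12 were up and 13 down. Unless a construction shows it, the cause was not tested.

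The letters are not stated to pair the animals. Deviations of same-letter libraries from their group means correlated at -0.061, -0.197 and -0.18, so the letters were not taken as pairs. With the letter as a replicate block 0 genes passed on either side, 1569 were higher and 908 lower at an unadjusted p under 0.05, Chrna2 was at -3.56 (adjusted p = 0.266) and 25 lists passed camera, with 1 of 39 lists (fatty acid synthesis, adjusted p = 0.0626) losing its call and 2 gaining one.

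Of 166 named genes, Atf4 (0.26), Dnajb9 (0.23), Prkag2 (0.15), Stk11 (0.07) and Xbp1 (0.28) turned sign with library totals alone, which put the median of all genes at 0.37. Over the libraries left out, Cd19 ran from -0.37 (without AlbCre b) to 0.61, Ddit3 from -0.06 (without AlbCre a) to 1.16, Dnajb9 from -0.29 to 0.06 (without flox a) and Xbp1 from -0.19 to 0.00 (without flox a). Library totals alone turned the median of 14 of 47 lists. At a mean CPM of at least 1, the median of the genes the study singled out was 3.3, against 0.32 in the main fit. Low counts kept Timp1, Nos2, Cxcl2 and Tnf from passing the filter; with no filter Timp1 was called (adjusted p = 0.0463) and the others were not (0.707, 0.189 and 0.33). Kiss1 rested on 19 counts or fewer per library.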

Other observations

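The test on circadian genes was fixed before its result was seen, while Arntl, Dbp, Nr1d1, Ldha and Gstm2 were chosen as examples after their values were seen. Genes of NRF2 and glutathione metabolism, which handle oxidants and drugs, were higher in 28 of 30 tested members (median 0.72), and 19 were higher and 1 lower when adjusted over the list alone. Hmox1, heme oxygenase 1, was 2.68-fold, Nfe2l2, which encodes NRF2, 1.76-fold, Gstm2 2.07-fold and Cbr3 10.8-fold higher. Cbr3 was near the floor in flox livers, at 0.35 ± 0.254 CPM (SD, n = 4). The list rose by camera (adjusted p = 2.43e-07, and 0.492 with an estimated correlation), with scores of 1.09, 1.15 and 0.37 in AlbCre a to c and -0.39 to 0.44 in the flox libraries, so that AlbCre c lay within the flox range. Glutathione transferases have close copies whose shared reads were divided by estimation.

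Glucose metabolism genes went both ways, with a median of -0.19 (0.14 without flox b, -0.04 without AlbCre a), a mean of 0.1 and the direction up by camera (adjusted p = 0.828), with 5 higher and 1 lower of 21 over the list alone. Gck, the liver glucokinase, was at 13.8 ± 8.89 CPM (SD, n = 4) in flox and 63.7 ± 28.2 CPM (SD, n = 3) in AlbCre livers. Hk2 was 7.06-fold higher, with AlbCre c (1.59 CPM) within the flox range of 0.499 to 2.24 CPM. Hk1 was 2.54-fold and Pkm 3.01-fold higher, while Ldha was at 0.59 of the flox level. None of them passed over all genes by edgeR (adjusted p 0.0955 to 0.108), where DESeq2 called 5 list members higher and 1 lower and limma-voom with quality weights called 7 higher and 5 lower.

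Single clock genes went both ways, with 0 of 21 past edgeR's threshold over all genes, while DESeq2 called 3 higher and 2 lower and limma-voom with quality weights called 6 higher and 1 lower. Per2 was 2.37-fold higher and Clock at 0.556 of the flox level (adjusted p = 0.0945 each by edgeR). Log2 fold changes were -1.65 for Arntl, 0.84 for Dbp and -0.37 for Nr1d1, of the same arm as Dbp. Each gene set beforehand as the positive arm, such as Arntl and Clock, was lower (log2 fold change -1.65 to -0.27). Those of the negative arm and its output, such as Dbp and Per2, were higher (0.15 to 1.44) apart from Nr1d1. A different time of day at tissue collection may have contributed, but the difference between the arms (-1.60 on the log2 scale) was reached by 3 of 35 splits, the highest other being 1.98. The bound set beforehand, that such a share argues against a time shift, was too strict, because missing it in 7 livers does not show that the arms did not move, so this explanation and chance cannot be told apart. As a list, circadian genes did not pass camera (adjusted p = 0.296). That list holds both arms and camera tests for a shift in 1 direction, so opposite moves can cancel.

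The direction by camera also differed in sign from the median or the mean for 5 lists that did not pass, whose medians shift or turn when 1 library is left out. These were the genes the study singled out (median 0.32, mean 0.18, down, adjusted p = 0.366; median 0.06 without flox d and 0.17 without flox b), CaMKK and AMPK subunits (median 0.03, mean 0.05, down; -0.03 without flox d), acute phase (median -0.06, mean 0.06, down; 0.21 without flox a and -0.22 without flox c), heat shock (median -0.11, mean 0.05, down; 0.01 without flox a) and T and NK cell genes (median 0.02, mean -0.05, up; -0.31 without flox a and 0.84 without AlbCre c).

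Among technical lists, immediate early genes rose (median 0.66, which was 1.02 without flox a and 0.42 without AlbCre a, camera adjusted p = 0.000827, and 0.364 with an estimated correlation), with Jun, Egr2, Klf6 (3.79-fold) and Atf3 (5.87-fold) in front. Of 17 tested, 11 were higher and 6 lower, among the lower ones Egr1 at 0.815, Junb at 0.793 and Zfp36 at 0.668 of the flox level. The groups of the lower ones overlapped (adjusted p 0.362 to 0.884 by edgeR). Mitochondrially encoded mRNAs (median -0.26, adjusted p = 0.000827) and ribosomal protein genes (median -0.2, or -0.07 without flox b, adjusted p = 0.00111) fell, both to 0.679 with an estimated correlation; with library totals alone their medians were 0.14 and 0.22, which lie 0.23 and 0.15 below that of all genes. Red blood cell (0.104), adipocyte (0.72), nuclear RNA (0.225), heat shock (0.72) and sex-linked genes (0.199) did not pass. Exocrine pancreas genes summed to 46 to 99 counts and muscle genes to 2 to 9 counts per library.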
